A study of Homo sapiens with 12 samples. Its data were reported in "m1A‐Dependent TRMT6/61A‐ARG2 Axis Drives Protumorigenic Senescence by Remodeling the Tumor Microenvironment" (2026).

How the data were processed

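tRNA m1A sequencing was performed on DLD1 cells with an empty vector (CTRL) or overexpressed TRMT6/TRMT61A (OE-WT). The 12 libraries, 2 replicates of each condition in the IP, dma.IP and Input fractions, were grouped by their labels. Small RNA was enriched, de-aminoacylated and sequenced on the NovaSeq platform. Per the methods of the study, reads were quality-filtered, trimmed with Cutadapt 1.9.3 and aligned with Bowtie2 to a tRNA library that had CCA appended and isoforms of identical score consolidated, and reads per tRNA were counted with SAMtools. edgeR was used by the authors for tRNA abundance. Versions of Bowtie2, SAMtools and edgeR, the way mismatches were called, the rule by which sites were chosen and the step at which the demethylase acted are not stated.

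For each site and library the authors deposited the count of reads covering the adenosine and the count of mismatched reads. The deposited mismatch rate is a fraction, the mismatched count over the read count, and it is written as 0 where a site had no reads. The authors also deposited a difference (IP rate minus dma.IP rate per culture, written as 0 where negative) and a ratio of these rates, written as 1000 where IP had a mismatch and the dma.IP rate was 0. The deposited counts were not normalized. Every column of values belonged to a library or a culture. The table may be held in part, so statements cover the 44 sites analysed and no others. Site coordinates and sequences of the table were checked against hg38, where each listed sequence and adenosine matched, and genes were taken from RefSeq and GENCODE. Coordinates are those of the listed gene, and an entry can stand for several isodecoder genes.

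Rates were recomputed from the counts, and a site without reads in a library was given no value. A site was tested when it had 20 or more reads in every library compared and a mismatch in at least 1. Sites were tested with a quasi-binomial logistic model of mismatched and total reads per library (dispersion of at least 1, two-sided F test, Benjamini-Hochberg adjusted over sites, threshold 0.05). This model on reads was the planned choice for a table with read counts. No site met 20 reads in every IP or dma.IP library, so in these fractions the summed reads of a condition were compared with two-sided Fisher's exact tests, and limma 3.58.1 was applied to the deposited rates on the logit scale with an offset of 0.01. Shares have exact Clopper-Pearson 95% intervals, differences have Newcombe 95% intervals, and a share of 0 is given the limit that 3 counts would make. Per-library means and numbers of sites were compared with exact permutation tests. Computations used R 4.3.3 and Python 3.11.15 with SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

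Lists of sites were fixed before the data were examined: the T-loop, 5' and middle parts, nuclear-encoded and mitochondrial tRNAs, tRNA-iMet, tRNAs with a long variable arm, the tRNAs named by the study, and classes of amino acids. Lists of 3 or more tested sites were compared with limma's fry in Input and with Fisher's exact test on summed reads in IP. The lists of A58 sites and of sites within 1 nt of A58, the sums per isoacceptor, the shared dispersions, the use of limma in IP and dma.IP without a read minimum and all Fisher's tests were added after the data were examined. Sites to be named were fixed as those past the threshold in IP, up to 5 in each direction with separated replicates in IP, up to 12 of the study's tRNAs and tRNA-iMet by mean IP rate, and the 5 with the highest mean IP rate in CTRL, where 7 sites tied. Other sites were named after their values were seen.

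Depth summed over the sites came to 548 reads in IP, 524 in dma.IP and 234265 in Input, where a read over several sites counts at each. The median reads per site ranged from 0.5 to 3 over the IP libraries, from 0 to 1 over the dma.IP libraries and from 37.5 to 50.5 over the Input libraries. Sites with at least 1 read in all 4 libraries numbered 14 in IP, 10 in dma.IP and 41 in Input. The replicates were checked for being copies of each other, and their Input reads were spread differently over the sites (chi-square 432 with 42 degrees of freedom in CTRL and 940 with 43 in OE-WT). The Input tests were tested on simulated data drawn from the real read numbers with a spread taken from 9 sites with 1000 or more reads in each library (median dispersion 2.11). Simulated IP reads had no spread between libraries. In Input with 23 sites and a list of 10 sites at an odds ratio of 2, fry called the list in 86% of 200 simulations, and in 4% without a change. The remaining, unchanged sites were called in 9.5% of the runs at an odds ratio of 2. These calls used an unadjusted p under 0.05, so the power with adjustment over lists can be lower.

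Alternatives were other offsets and scales, other filters, a minimum of 100 reads, a replicate block, the methods' two-group test, limma with trend and robust moderation, IP minus Input or dma.IP, other summaries over sites, other matching of sites between conditions, and leaving out each library. The library numbers do not pair CTRL with OE-WT beyond a shared number, and deviations of replicate 1 in CTRL and OE-WT correlated at 0.354 over 23 Input sites, so blocks were an alternative only. IP, dma.IP and Input of a replicate come from a culture of the same number, and comparisons of fractions within a condition were also run with the replicate as a block.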

Results

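N1-methyladenosine (m1A) was mapped in the tRNAs of DLD1 cells, a human colorectal cancer line. CTRL cells carried an empty vector, and OE-WT cells overexpressed TRMT6 and TRMT61A, the subunits of the enzyme that methylates adenosine 58 (A58) in the T loop of cytosolic tRNAs. Each of the 2 conditions had 2 replicates. Each replicate gave an untreated small RNA library (Input), a library enriched with an m1A antibody (IP) and a library that the table marks as treated with a demethylase (dma.IP), 12 libraries in all. An m1A makes reverse transcriptase insert wrong bases, so the share of mismatched reads at an adenosine was taken as a measure of m1A. Whether mismatches at the listed adenosines outside A58 were m1A was not tested. Only 8 of the 44 sites were at A58, so unchanged rates elsewhere do not speak to the position this enzyme methylates. The sites carried 119 and 220 IP reads in the CTRL replicates and 59 and 150 in the OE-WT replicates. The dma.IP reads numbered 62 and 136 in CTRL and 203 and 123 in OE-WT, and the Input reads 33288 and 67697 in CTRL and 72519 and 60761 in OE-WT. The series describes the groups only as cultured in duplicate, so the permutation tests and site models below measure the spread between these libraries. Fisher's exact tests on summed reads measure counting error and not that spread.

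**Figure D1:**
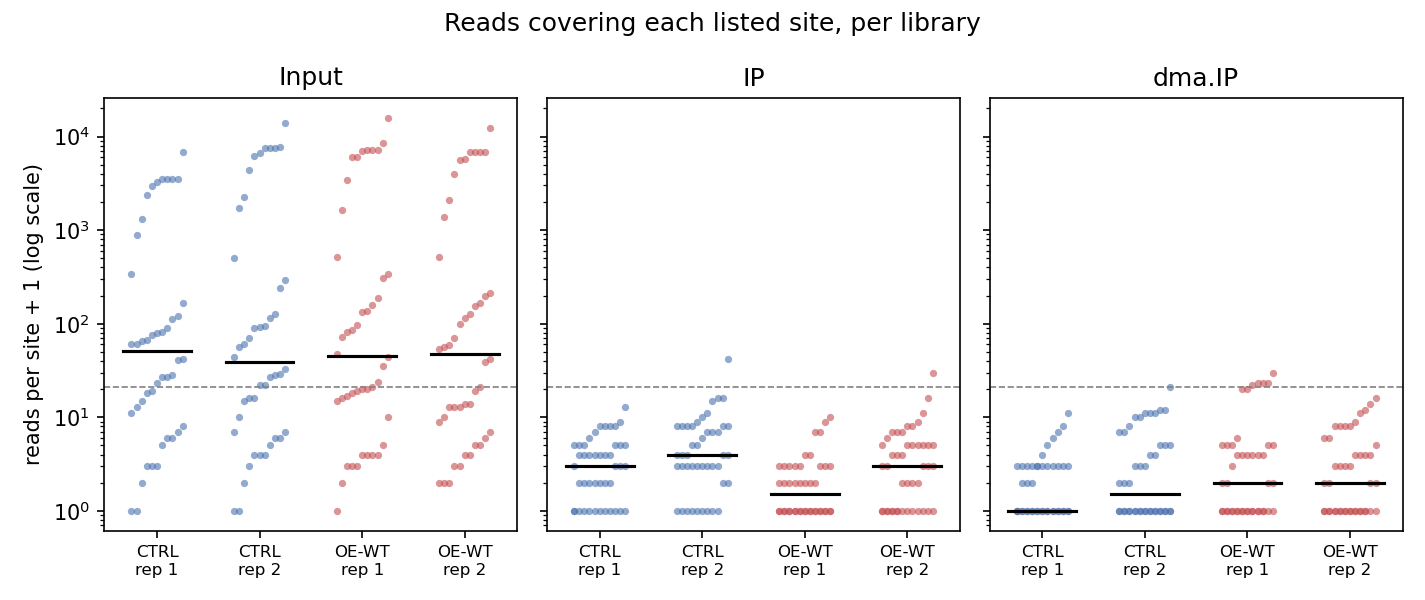
Reads covering each of the 44 sites (y axis, reads plus 1, log scale) in each of the 12 libraries (x axis), with 1 point per site, a black bar at the median and a dashed line at the minimum of 20 reads. No site reached 20 reads in all 4 IP or all 4 dma.IP libraries, and 24 sites did in Input.

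The 44 sites lay in 29 tRNAs of 16 isoacceptors, all encoded in the nucleus. tRNA-Asp held 10 sites, tRNA-Gln 9, tRNA-Gly and tRNA-Val 4 each, tRNA-Glu and the initiator tRNA-iMet 3 each, and tRNA-Ala, Arg, Leu, Lys and Tyr 2 each, with 1 site in tRNA-Ile. The T-loop part (linear position 50 or above) held 27 sites, the middle part 9 and the 5' part 8. This part was set by linear position alone and also held sites outside the T loop. Among them were tRNA-Leu-CAA-1-1 A74, at -17 nt from A58, and 3 sites at 12 nt past A58. A58 itself was listed in 8 of the 29 tRNAs, and 17 sites lay within 1 nt of A58. Positions below count from the 5' end of the tRNA, so that A58 of tRNA-Asp-GTC or tRNA-iMet is A57 and that of tRNA-Gly-GCC is A56. In hg38 the genes of tRNA-Asp-GTC-2-5 (chromosome 1, 161470415 to 161470486), tRNA-Asp-GTC-3-1 (chromosome 6, 27583457 to 27583528), tRNA-iMet-CAT-1-1 (chromosome 1, 153671250 to 153671321) and tRNA-Glu-TTC-2-1 (chromosome 13, 44917927 to 44917998) carried several of the sites named below. RefSeq placed a tRNA gene at each site. At 25 of the 44 sites GENCODE had no other gene, while tRNA-Asp-GTC-2-5 lay within a lncRNA gene. All 44 sites had a mismatched IP read in at least 1 library, and 35 of them had exactly 1 over the 4 IP libraries.

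The comparison of OE-WT with CTRL in IP asked which tRNAs gained m1A when TRMT6/TRMT61A was overexpressed. In CTRL 42 of 339 IP reads were mismatched (12.4%, 95% Clopper-Pearson interval 9.08 to 16.4%), and in OE-WT 17 of 209 (8.13%, 4.81 to 12.7%). By library the share was 12.2% ± 0.681 in CTRL and 6.69% ± 4.67 in OE-WT (SD, n = 2). The summed difference of -4.26 percentage points (95% interval -9.20 to 1.21) did not pass Fisher's exact test (two-sided p = 0.155). Its size rested on the pair of OE-WT libraries, at -9.00 points without OE-WT replicate 2 (exact p = 0.0425) and -2.39 points without OE-WT replicate 1 (exact p = 0.542). Intervals here and below cover counting error only, since PCR reads without molecular identifiers are not independent molecules. A read over several sites of a tRNA was also counted at each of them. A44, A46, A57 and A65 of tRNA-Asp-GTC-3-1 thus had 3503, 3535, 3539 and 3520 Input reads in CTRL replicate 1. Intervals and Fisher's exact tests on reads summed over sites therefore understate the counting error.

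No single tRNA site had more mismatches in OE-WT IP than in CTRL IP by any test on all 4 libraries. The quasi-binomial model had 0 sites with 20 reads in all 4 IP libraries. Fisher's exact test on summed reads called 0 of 31 sites (0 at an unadjusted p under 0.05), with its lowest p at A62 of tRNA-iMet (4 of 21 reads in CTRL, 0 of 15 in OE-WT, unadjusted exact p = 0.125). limma on the deposited rates called 0 of 44 sites with 1 at an unadjusted p under 0.05, tRNA-Asp-GTC-2-5 A14, which was lower in OE-WT. With libraries without reads set to the deposited rate of 0, both CTRL values lay above both OE-WT values at that site (75.0% ± 35.4 on 3 reads, against 0 of 1 read) and at tRNA-Arg-ACG-2-1 A51 (41.7% ± 35.4 on 9 reads, against 0 of 5, which allows up to 60%). In each, a single OE-WT library had reads, and no site had the opposite order in the deposited rates. Among libraries with reads alone, tRNA-Gln-TTG-3-3 A57 had the opposite order, with 22.5% ± 3.54 in CTRL (SD, n = 2) and 1 of 3 reads in the OE-WT library, and so did tRNA-Gln-TTG-2-1 at linear position 58, with 5.56% ± 7.86 and 1 of 6 reads. The highest mean IP rates in CTRL were 100% at 7 sites, in tRNA-Ile-TAT-2-1, tRNA-Glu-TTC-4-1, tRNA-Asp-GTC-2-5, tRNA-Gln-TTG-1-1, tRNA-Asp-GTC-1-1, tRNA-Lys-TTT-3-1 and tRNA-Glu-TTC-2-1, with 1 read behind 6 of them and 2 reads behind the other. In simulated IP reads summed over all sites, Fisher's exact test called an odds ratio of 2 in 82% of runs and an odds ratio of 1.5 in 36.0%, so the smaller of these was missed in most runs. These runs had no spread between libraries and may overstate the power. The power at single sites in IP was not simulated.

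Among the tRNAs for which the study described hypermethylation, tRNA-Asp-GTC, tRNA-Ala-TGC and tRNA-Leu-CAA had 13 sites and tRNA-Glu-CTC had 0. These sites together had 9 of 67 IP reads mismatched in CTRL (13.4%, 6.33 to 24.0%) and 5 of 55 in OE-WT (9.09%, 3.02 to 19.95%), with an adjusted Fisher's exact p of 0.900. tRNA-Asp-GTC alone had 9 of 67 (13.4%) in CTRL and 2 of 49 in OE-WT (4.08%, 0.498 to 13.98%, exact p = 0.115, adjusted over 11 isoacceptors 0.611). tRNA-Ala-TGC-4-1 A56 (chromosome 12, 124939966 to 124940037) had 1 of 4 OE-WT reads mismatched. tRNA-Leu-CAA-2-1 A94 (chromosome 6, 27605638 to 27605745) and tRNA-Leu-CAA-1-1 A74 (chromosome 6, 28896223 to 28896328) each had 1 of 1. All these reads were in OE-WT replicate 2, and none of the 3 sites had an IP read in CTRL, so that no difference could be computed. Within tRNA-Asp-GTC, 2 sites had an OE-WT mismatch: A37 of tRNA-Asp-GTC-3-1 with 1 of 5 reads (0 of 10 in CTRL) and A37 of tRNA-Asp-GTC-2-5 with 1 of 15 (0 of 9 in CTRL). None of the 5 mismatched OE-WT reads fell on A58, and none of the 13 sites had a mismatch in both OE-WT libraries. The study chose these tRNAs on the same samples, so they are not independent evidence of a direction.

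tRNA-iMet, which starts translation and carries a known A58 methylation, had 8 of 47 IP reads mismatched over its 3 sites in CTRL (17.02%, 7.65 to 30.8%). In OE-WT it had 0 of 19, which allows a share of up to 15.8% (exact p = 0.0931, adjusted p = 0.720), and OE-WT replicate 1 had no reads there. The CTRL mismatches lay mostly off A58, with 4 of 21 reads at A62 and 3 of 11 at A49. Those at A62 all came from CTRL replicate 1 (4 of 7 reads). At A57, its A58, CTRL had 1 of 15 and OE-WT 0 of 4. The 8 sites at A58 had nearly the same summed IP share in both conditions, 7 of 47 reads in CTRL (14.9%, 6.20 to 28.3%) and 4 of 28 in OE-WT (14.3%, 4.03 to 32.7%). By library it was 6.67% and 18.75% in CTRL and 0% and 17.4% in OE-WT. The T-loop part had 24 of 210 (11.4%) and 14 of 164 (8.54%), the middle part 9 of 58 (15.5%) and 2 of 37 (5.41%), and the 5' part 9 of 71 (12.7%) and 1 of 8 (12.5%). By amino acid, IP shares in CTRL and OE-WT were 10.5% and 5.66% for the acidic group, 44.4% and 14.3% for the basic group, 12.8% and 11.9% for the aliphatic group and 5.50% and 9.09% for the amide group. The basic group was at 12.5% in CTRL replicate 1 and 70% in CTRL replicate 2, and OE-WT replicate 1 had no reads there. No list passed Fisher's exact test on summed reads (lowest adjusted p = 0.720), and 0 members of any list passed at site level, also when adjusted over the list alone. No site was in the mitochondrial or hydroxyl list. The 2 sites of tRNAs with a long variable arm, both in tRNA-Leu-CAA, and the 2 aromatic sites, both in tRNA-Tyr-GTA, were too few for a test.

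Mismatched IP reads were seen at 31 sites in CTRL and 17 in OE-WT, with 4 sites in both, 27 in CTRL only and 13 in OE-WT only. Each of the 13 OE-WT-only sites rested on 1 mismatched read, and 5 of them had no CTRL IP reads. Of the 27 CTRL-only sites, 8 had no OE-WT IP reads. At 3 sites both CTRL libraries had a mismatch, and at 0 sites both OE-WT libraries did. Per library, 17 ± 8.49 sites had a mismatch in CTRL and 8.5 ± 9.19 in OE-WT (SD, n = 2, two-sided exact permutation p = 0.667). The mean IP mismatch rate over covered sites was 24.0% ± 5.44 in CTRL and 11.3% ± 14.1 in OE-WT (SD, n = 2, exact permutation p = 0.667), a difference within the spread of the OE-WT libraries. It was -2.69 points without OE-WT replicate 1 and -22.7 points without OE-WT replicate 2. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333.

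**Figure D2:**
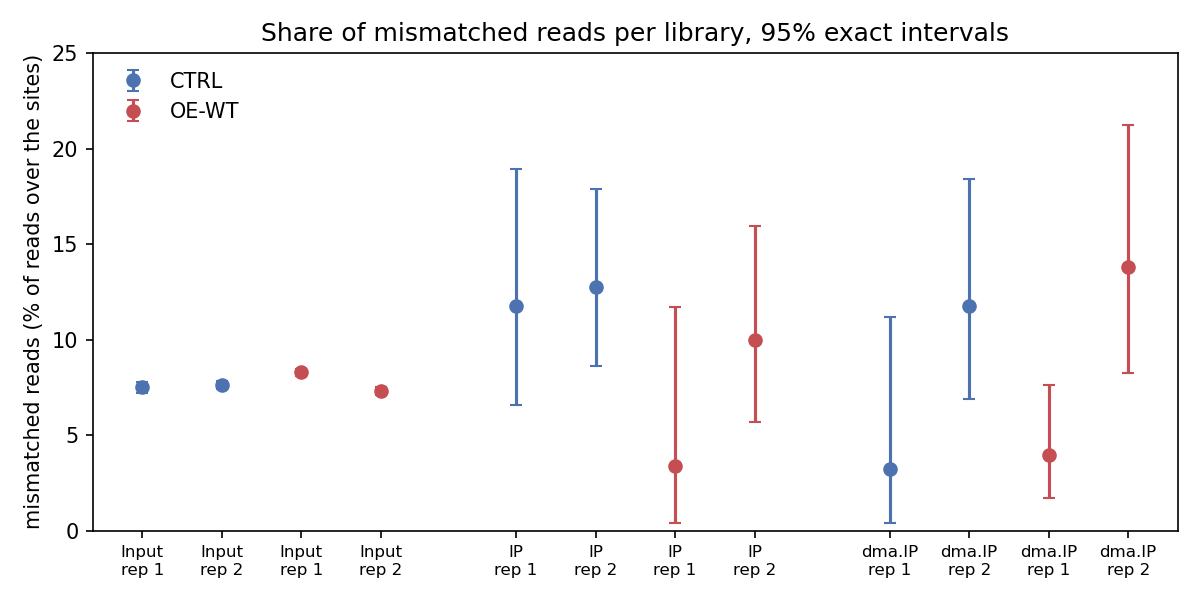
Share of mismatched reads over the 44 sites (y axis, percent) in each library (x axis), with 95% exact (Clopper-Pearson) intervals; CTRL is blue and OE-WT red. The CTRL IP libraries were at 11.8% and 12.7%, the OE-WT IP libraries at 3.39% and 10%, and the Input libraries between 7.29% and 8.28%.

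In Input, where read depth allowed a test per site, tRNA mismatch rates were close to each other in OE-WT and CTRL. tRNA-Asp-GTC-2-5 A9 had the highest rate, with 52.2% ± 3.69 in CTRL and 53.7% ± 0.479 in OE-WT (SD, n = 2). At A58, tRNA-Asp-GTC-3-1 had 2.57% ± 0.357 and 2.69% ± 0.251, tRNA-iMet 13.6% ± 3.78 and 12.9% ± 3.63, tRNA-Gly-GCC-2-1 21.8% ± 1.13 and 24.4% ± 0.126, and tRNA-Glu-TTC-4-1 4.46% ± 0.931 and 6.61% ± 0.504 in CTRL and OE-WT. The widest A58 difference that the counting error of tRNA-Asp-GTC-3-1 allowed was 0.608 percentage points (95% interval -0.183 to 0.608). That of tRNA-Glu-TTC-4-1 was 4.10 points (-0.0984 to 4.10). These intervals leave out the spread between libraries. In tRNA-Asp-GTC-3-1, A44, A46 and A65 had similar rates, 2.25%, 2.26% and 2.12% in CTRL and 2.30%, 2.37% and 2.03% in OE-WT. Little of the A57 rate was thus particular to A58, so its interval limits the mismatch rate and not a change in m1A. Mean rates differed by less than 1 point at 12 of 23 sites.

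tRNA-Glu-TTC-2-1 was lower in OE-WT at A37, beside the anticodon, by some of the tests. Its Input rate was 18.1% ± 1.18 in CTRL and 14.2% ± 0.420 in OE-WT (SD, n = 2), a summed difference of -4.13 points (95% interval -6.07 to -2.20) with both OE-WT libraries below both CTRL libraries. The quasi-binomial model, which takes the spread from the 4 libraries of each site, called 0 of 23 sites (0 at an unadjusted p under 0.05), and the adjusted p at this site was 0.829. With dispersions shared over sites the same model called 1 site, this one (adjusted p = 0.0215, 3 sites unadjusted). Fisher's exact test on summed reads also called this one alone (adjusted p = 0.000693, 4 sites unadjusted), and limma called 0 (2 unadjusted). The site was singled out after its values were seen. In simulated Input data with no difference, the shared-dispersion model made a false call in 9.5% of runs and Fisher's exact test in 30.5%. The quasi-binomial model made 0 false calls, and it found a simulated odds ratio of 4 at 82.1% of the sites with 1000 or more reads in each library but an odds ratio of 2 at 9.87%.

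Several other Input sites had both libraries of a condition above both of the other, 8 of 23 in all against 33.3% by chance, 5 of them higher and 3 lower in OE-WT. tRNA-Asp-GTC-2-5 A14 had 14.8% ± 1.49 in CTRL and 16.7% ± 0.835 in OE-WT (adjusted p = 0.829, 0.378 with shared dispersions). tRNA-Lys-TTT-3-1 A9 had 0 of 136 reads in CTRL, which allows up to 2.21%, and 5.56% ± 5.29 in OE-WT. tRNA-Gly-CCC-2-2 A14 had 3.23% ± 0.147 and 10.8% ± 6.00, and tRNA-Asp-GTC-1-1 A24 7.13% ± 1.46 and 4.81% ± 0.375 in CTRL and OE-WT. The last 3 of these had an adjusted p of 0.829 in the quasi-binomial model.

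**Figure D3:**
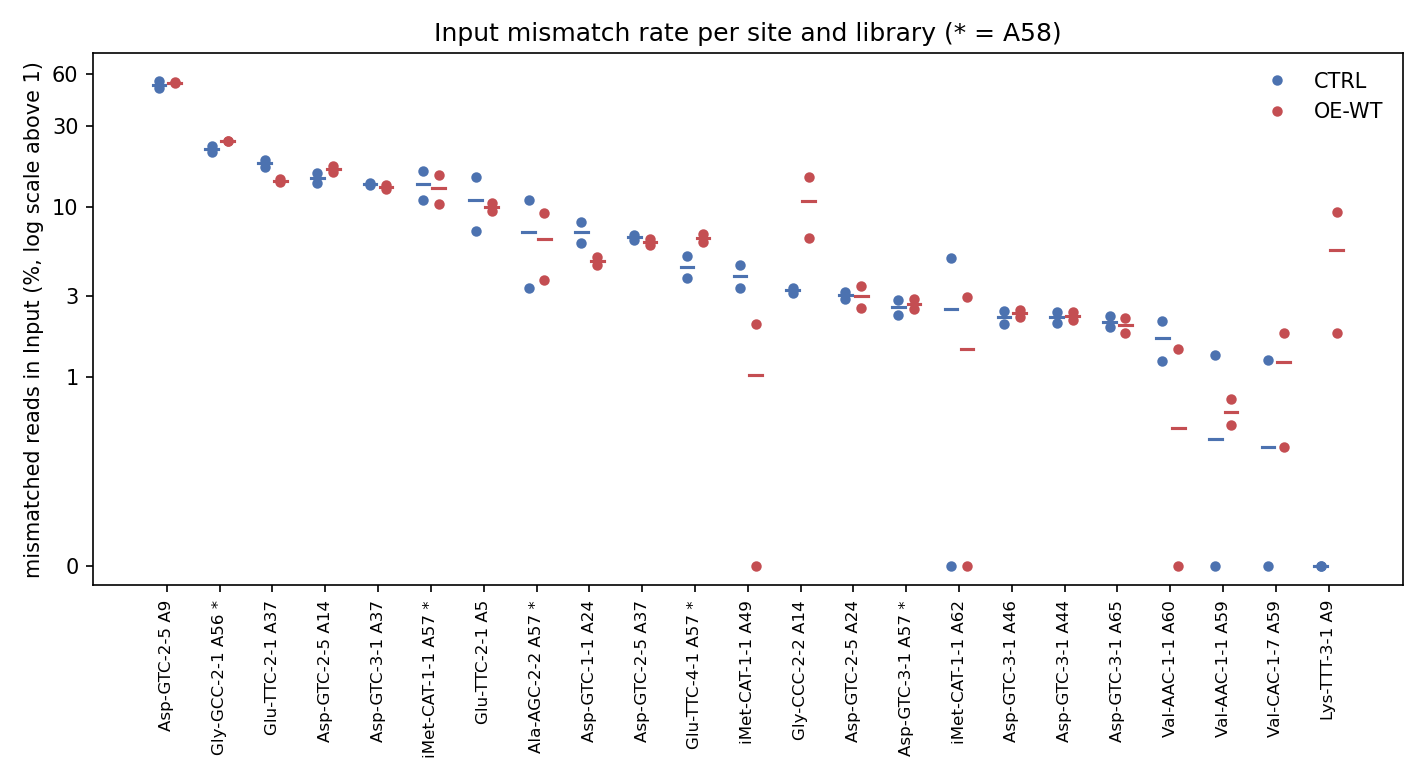
Mismatched reads in Input (y axis, percent, log scale above 1) at each of the 23 tested sites (x axis, an asterisk marks A58), with 1 point per library and a bar at the mean of each condition. tRNA-Asp-GTC-2-5 A9 was above 49% in every library, and tRNA-Glu-TTC-2-1 A37 was lower in both OE-WT libraries than in both CTRL libraries.

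Lists of tRNA sites in Input had small differences, which passed tests on summed reads but no directional test between libraries. The 10 tested sites of the study's tRNAs, all of them in tRNA-Asp-GTC, were split into 5 higher and 5 lower in OE-WT. Only tRNA-Asp-GTC-3-1 A57 among them was at A58. Of the 5 A58 sites tested in all tRNAs, 3 were higher. The mean rates of the 3 tRNA-iMet sites were all lower, with a mean difference of -1.55 points, but at A57 the summed reads differed by 0.296 points the other way. The middle part was lower at 6 of 8 sites. The T-loop part had 5 of 10 sites higher and the acidic group 6 of 13, while the aliphatic group had 4 of 6 higher. No list passed in fry's PValue, which asks whether a list moves one way (adjusted p = 0.831 for each). fry's PValue.Mixed, which asks for changes in either direction, passed for the 5' part alone (5 sites, 4 of them higher, adjusted p = 0.0248). Neither compares a list with other lists. That call was lost without CTRL replicate 1 (adjusted p = 0.146), without CTRL replicate 2 (0.209) and without OE-WT replicate 1 (0.0568), with the replicate as a block (0.9496) and at an offset of 0.05 (0.126). In every list 0 members passed with limma or with the quasi-binomial model without shared dispersions, over all sites and adjusted over the list alone. tRNA-Glu-TTC-2-1 A37, in the middle part and the acidic group, passed over all sites with shared dispersions and with Fisher's exact test, as given above. Fisher's exact test on summed Input reads passed for 3 lists, the middle part (6.13% in CTRL and 5.63% in OE-WT, adjusted p = 0.000592), the study's tRNAs (7.30% and 7.69%, adjusted p = 0.00283) and the 5' part (27.2% and 28.8%, adjusted p = 0.00989). It also passed for tRNA-Asp-GTC (7.30% and 7.69%) and tRNA-Glu-TTC (14.7% and 12.02%) among the isoacceptors, each with an adjusted p of 0.00397. These shares sum sites of unequal rates, so a shift of reads between sites moves them even where the rates stay. By library the middle and 5' parts were separated (exact permutation p = 0.333, the lowest possible) and the study's tRNAs were not (p = 1). The mean Input rate over sites with 20 reads was 8.14% ± 0.772 in CTRL and 8.46% ± 0.181 in OE-WT (SD, n = 2, exact permutation p = 1). The share of all Input reads was 7.57% in CTRL and 7.83% in OE-WT (Fisher's exact p = 0.0186), a difference within the spread of the OE-WT libraries (SD 0.699, exact permutation p = 1).

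In dma.IP the summed share of mismatched reads was 18 of 198 in CTRL (9.09%, 5.48 to 13.99%) and 25 of 326 in OE-WT (7.67%, 5.02 to 11.1%, Fisher's exact p = 0.623). By library the order turned, since the CTRL libraries were at 3.23% and 11.8% and the OE-WT libraries at 3.94% and 13.8%, with means of 7.50% ± 6.04 and 8.88% ± 6.99 (SD, n = 2, exact permutation p = 0.667). tRNA-Asp-GTC gave most of the reads, with 13 of 122 mismatched in CTRL (10.7%) and 10 of 170 in OE-WT (5.88%). A37 of tRNA-Asp-GTC-3-1 and of tRNA-Asp-GTC-2-5 had mismatches in dma.IP, with 4 of 11 and 4 of 30 reads in CTRL and 5 of 23 and 4 of 27 in OE-WT. In IP the same sites had 0 of 10 and 0 of 9 reads in CTRL and 1 of 5 and 1 of 15 in OE-WT. Fisher's exact test on summed reads called 0 of 6 sites (0 unadjusted), and limma on the deposited rates 0 of 11 (0 unadjusted).

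The fractions were compared within each condition to see which tRNAs carried more mismatches after enrichment and which lost them in dma.IP. CTRL IP exceeded CTRL Input, 12.4% against 7.57%, by 4.82 points (95% interval 1.73 to 8.76, Fisher's exact p = 0.00188). In OE-WT the shares were 8.13% and 7.83% (exact p = 0.797), and the condition by fraction term itself gave p = 0.852 in a quasi-binomial F test over the 12 libraries. That test shares a single dispersion between Input libraries of 33288 to 72519 reads and IP libraries of 59 to 220. It also takes the libraries as unpaired, so it cannot decide on a change in IP alone. Over all sites and both conditions, IP had 10.8% mismatched and dma.IP 8.21% (exact p = 0.176), with exact p = 0.259 in CTRL and 0.870 in OE-WT. At A58, a set chosen after the data were examined, IP of both conditions had 11 of 75 reads mismatched (14.7%), dma.IP 4 of 145 (2.76%) and Input 3.43% (exact p = 0.00157 against dma.IP and 5.20e-05 against Input). All 44 sites had at least 1 mismatched IP read over both conditions, so these p-values compare reads at sites that already had one. The shares also sum different mixes of tRNAs. tRNA-Asp-GTC-3-1 A57 held 25148 of the 28341 Input reads at A58, with 654 mismatched. In IP it held 9 of 47 reads in CTRL and 6 of 28 in OE-WT. tRNA-iMet A57 had 33 of 249 Input reads mismatched, so these p-values also carry the mix of tRNAs. At single sites in CTRL, Fisher's exact test called 1 of 38 against Input (9 unadjusted), tRNA-Lys-TTT-3-1 A9 (chromosome 1, 204506527 to 204506599), on 2 of 2 IP reads against 0 of 136 in Input (adjusted p = 0.00402). limma called 0 there (7 unadjusted). Against dma.IP in CTRL Fisher's test called 0 of 24 (0 unadjusted) and limma 0 (0 unadjusted). In OE-WT Fisher's test called 0 of 36 against Input and 0 of 29 against dma.IP (0 unadjusted in both). limma called 15 in OE-WT against Input, all lower in IP and all without an IP mismatch, and 0 against dma.IP (0 unadjusted). With the replicate as a block, which pairs IP and Input of a culture, limma called 0 of 38 in OE-WT against Input (lowest adjusted p = 0.0523) and 0 of 39 in CTRL.

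The authors' deposited table also held the IP rate minus the dma.IP rate per culture, and this deposited difference was above 0 at 42 of the 44 sites in at least 1 culture. By culture, the authors' deposited difference was above 0 at 11 and 22 sites in CTRL and at 2 and 13 sites in OE-WT. The authors' deposited ratio of these rates was 1000 at 45 pairs of a site and a culture, the value written where IP had a mismatch and the dma.IP rate was 0. Of these 45 pairs, 25 had no dma.IP reads and 22 had 3 or fewer IP reads.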

Values the study reported

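Cells overexpressing TRMT6/TRMT61A were reported by the study to have raised m1A in 4 tRNAs: the Glu-CTC, Leu-CAA, Ala-TGC and Asp-GTC isoacceptors. It counted a tRNA as raised at a fold change above 1 with a p below 0.05.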

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

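The Fisher's exact tests, the shared dispersions, the summed IP share and the lack of a read minimum for limma in IP and dma.IP were chosen after the result was seen, while limma's settings there were planned. Of the alternatives for the results that answer a comparison, 119 were counted as the same, 24 moved, 4 reversed and 1 became stronger. A count of sites or lists was the same when equal or within a set fold range of the main count. A mean rate or a number of sites per library was the same within a set spread, for rates the larger SD of the conditions. The summed IP share was the same when it kept direction and side of the threshold. For single named sites 70 kept direction and side of the threshold, 9 reversed and 1 became stronger. In Input, 18 of 20 settings called 0 sites, with 0 to 5 sites unadjusted, and Fisher's exact test and shared dispersions called 1 each. A minimum of 100 reads left no site to test in IP or dma.IP. A rate above 0 in every library left no site in IP and only tRNA-Asp-GTC-3-1 A37 in dma.IP, too few for limma. In CTRL, IP against Input gave 5 sites with limma at offset 0.001, 1 with Fisher's exact test and 0 to 1 when a replicate was left out. In OE-WT it gave 15 sites with limma, 17 at offset 0.001, 13 at offset 0.05 and 6 untransformed, where no reads were written as a rate of 0, and 0 with Fisher's exact test or a replicate block. Leaving out a library let limma on the deposited rates call 0 to 27 sites in IP and 0 to 4 in dma.IP, and fry 1 to 11 lists in IP. Every called site had a rate of 0 in both libraries of the condition kept whole, and Fisher's exact test called 0 each time. The IP share difference ran from -9.00 to -2.39 points without an OE-WT library, and was 1.28 points at sites within 1 nt of A58. The difference in mean rate ran from -6.92 to 4.14 points in dma.IP and from -0.227 to 0.865 in Input without a library, and was 1.38 points in Input with 1 value per isoacceptor. The either-direction call of the 5' part gave 0 lists at offset 0.05, 0 with a replicate block and 0 to 1 without a library. The log2 odds ratio of tRNA-iMet A57 in Input, 0.0372 in the quasi-binomial model, was -0.0826 with limma at offset 0.01, -0.0877 at 0.001, -0.0661 at 0.05 and -0.0826 with a replicate block, and its untransformed difference was -0.00698. Without a library it ran from -0.38 to 0.33, that of tRNA-Asp-GTC-2-5 A9 from -0.0608 to 0.24 and that of tRNA-Asp-GTC-3-1 A57 from -0.0695 to 0.22. With a replicate block the quasi-binomial model and limma called 0 Input sites. Other than by leaving out a library or changing the read minimum, the cause of these shifts was not tested. Read depth limits the IP and dma.IP results.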

Other observations

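The tests of the IP difference between conditions, the permutation of the condition by fraction term, and the tests of removal in dma.IP, of the dma.IP replicates, of look-alike genes and of tRNA-Arg-ACG were chosen after the result was seen. tRNA-Arg-ACG A51 stood out by mismatches in the antibody fractions that Input hardly had. Over tRNA-Arg-ACG-1-3 (chromosome 14, 22929701 to 22929773) and tRNA-Arg-ACG-2-1 (chromosome 3, 45688999 to 45689071), 6 of 20 IP reads (30%) and 11 of 30 dma.IP reads (36.7%) were mismatched, against 1 of 111 Input reads (0.901%, 95% Clopper-Pearson interval 0.0228 to 4.92%). The IP mismatches came from both conditions, 5 of 13 reads in CTRL and 1 of 7 in OE-WT. All 11 dma.IP mismatches came from OE-WT replicate 2 (11 of 23 reads), while OE-WT replicate 1 had 0 of 7 and CTRL had no dma.IP reads there, so the conditions cannot be compared. In IP, CTRL replicate 2 had 4 of 5 reads mismatched and CTRL replicate 1 had 1 of 8. Fisher's exact test of summed IP and dma.IP reads against Input passed at 4 of 44 sites, among them both tRNA-Arg-ACG sites. The others were tRNA-Lys-TTT-3-1 A9 (2 of 2 against 5 of 234, adjusted p = 0.0145) and tRNA-iMet A49 (4 of 21 against 8 of 314, adjusted p = 0.0452). All 44 sites had a mismatched IP read, so adding IP reads favours a pass. With dma.IP reads alone, Fisher's exact test passed at 2 of 34 sites, both in tRNA-Arg-ACG (adjusted p = 0.000735 and 0.0439). There tRNA-iMet A49 had 1 of 10 reads mismatched, and tRNA-Lys-TTT-3-1 A9 had no dma.IP reads.

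In dma.IP the replicates differed more than the conditions. Replicate 1 of both conditions had 10 of 265 reads mismatched (3.77%) and replicate 2 had 33 of 259 (12.7%, two-sided Fisher's exact p = 0.000193). Without tRNA-Arg-ACG the shares were 3.88% and 9.32% (exact p = 0.0169). Look-alikes, other tRNA genes that match over 7 nt on each side and differ at the site, were found for 6 of 38 sites searched (15.8%) and for 25 of 305 other adenosines of these tRNAs (8.20%, exact p = 0.133), and over 10 nt for 14.7% and 5.50% (exact p = 0.0550). tRNA-Ala-TGC-4-1 A56 had 21 of them and tRNA-Tyr-GTA-7-1 had 6, and over 10 nt they had 4 and 6. By Fisher's exact test on summed IP reads, 0 of 11 isoacceptors had an unadjusted p under 0.05. That is lower than the count of tRNAs quoted from the study above. The counts are unlike, since the methods name a two-group test in general and none for mismatch rates, tRNA-Glu-CTC had no site here, and tRNA-Ala-TGC and tRNA-Leu-CAA had no CTRL reads to test.

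The IP share was above Input, also at A58 and the sites within 1 nt of it. Listing of sites by an IP mismatch could account for the excess at the sites that were simulated. Sites with fewer Input reads, among them both tRNA-Arg-ACG sites, were left out of the simulations. Over 24 sites with 20 Input reads in every library, 32 IP mismatches were seen, against 36.4 (95% range 30 to 44) in a simulation from the Input rates that required 1 mismatch per site, and over 12 sites within 1 nt of A58 with 20 summed Input reads, a looser limit, 16 were seen against 16.9 (13 to 22). Removal of methyl groups in dma.IP cannot be told apart from no removal over all 24 sites, with 29 mismatches against 27.7 (19 to 38). Of these, 9 and 8 lay at A37 of tRNA-Asp-GTC-3-1 and of tRNA-Asp-GTC-2-5, away from A58. Near A58, 5 were seen against 12.2 (6 to 19), below that range, as removal would give. This rested on tRNA-Gly-GCC-2-1 A56, with 0 of 17 dma.IP reads mismatched against 135 of 578 in Input. Without that site, a condition added after the result was seen, 5 were seen against 8.23 (3 to 14). Removal near A58 thus stays undecided. TRMT6/TRMT61A activity as the source of the A58 excess stays open.

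The lower IP share in OE-WT is consistent with counting error, since Fisher's exact test gave p = 0.155. Whether OE-WT replicate 1 alone made the difference cannot be told apart, because without it the difference was -2.39 points (exact p = 0.542), still below 0. The condition by fraction term (exact permutation p = 0.602) cannot decide whether a change was special to IP. Its permutation moved labels within each fraction, though the fractions of a replicate share a culture number, and its F shares a single dispersion over fractions of unlike depth. limma on IP minus Input (0 of 44 sites passed, lowest adjusted p = 0.688) gave no evidence of such a change, and the Input share at A58 was 3.22% in CTRL and 3.60% in OE-WT. At this depth these values exclude neither a true loss nor a true gain of m1A, nor a difference in enrichment between the libraries. At A58 the summed IP difference had a 95% interval of -16.0 to 18.2 points. By dot blot of total RNA, another measure, the study reported raised m1A in OE-WT cells.

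The mismatches at A51 of tRNA-Arg-ACG may reflect m1A or another change at that base in the enriched molecules. Reads of another tRNA gene that differs at the site alone are argued against, since 0 of 443 RefSeq nuclear tRNA genes matched the 7 nt on each side and differed there. Genes with a further difference nearby were not searched, so misplaced reads of such genes stay open. The exact p of 3.61e-09 for 17 of 50 IP and dma.IP reads (34%) against Input is for a site picked by these reads, but counting error is argued against also given 1 IP mismatch per site: 6 of 20 IP reads had a one-sided exact p of 0.00211 at the upper limit of the Input share, and 0.0337 when multiplied by 16 isoacceptors. PCR copies of few molecules stay open, since 16 of the 17 mismatched reads came from replicate 2 libraries, and replicate 1 had 1 of 15 against 0 of 71 in Input (exact p = 0.174). This is a hypothesis found and tested on the same reads.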
